A study of Mus musculus with 98 samples.

How the data were processed

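RNA sequencing was done on 98 mouse samples, deposited as 6 tables of gene counts. The samples form 22 groups, taken from the sample titles. The treatment entry of the labels contradicts the title for several groups, among them the neurons with vector and tau, the neurons with upACSS2 and PBS, and the PS19 mice with upACSS2 at 1 month, so Acss2 was measured in each library as a check of the titles. Primary hippocampal neurons received a PhP.eB virus, either one that carries Acss2 (upACSS2) or an empty vector, and afterwards the tau material named hAD-tau or PBS, per the labels' protocols. Mice received the viruses by injection behind the eye. The label of tissue is whole hippocampus for the PS19 mice with upACSS2 at 1 month and dorsal hippocampus for the other PS19 groups, so tissue and virus cannot be told apart at 1 month.

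The authors deposited raw counts per gene symbol, with 1 column per library. Per the labels' protocols, RNA was extracted with Trizol and column purification, and libraries were made with an NEB kit from total RNA. The labels do not name the aligner, the counting program, the strand setting, the genome build or the annotation, so reads shared between near-identical or overlapping genes may have been split in an unknown way. Total counts per library ran from 5683314 to 29890248 in the tau culture table, from 14603730 to 33960722 in the unstimulated neurons, from 18804544 to 39985460 in the stimulated neurons, from 11436140 to 28161314 in the aged mice, from 5075099 to 10839489 in the 10-month mice and from 6910945 to 33259982 in the PS19 mice. A row without a gene name held 6.13% to 8.74% of the counts in the tau culture table and was kept out of library sizes and tests. All 98 columns were used. None of 242 pairs of libraries within groups agreed within sampling noise (lowest chi-square per gene 2.42), which argues against a library entered again in its group. This check cannot tell separate cultures or mice from separate preparations of the same one. All were counted as separate samples.

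Counts were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F test, with TMM scaling, the default expression filter by group, and Benjamini-Hochberg adjustment over the genes tested at a threshold of 0.05, two-sided. All groups of a table entered 1 fit and shared 1 estimate of the spread. There were 22 comparisons. Acss2 was also compared per library as CPM, a gene's counts relative to the TMM-scaled library size, by an exact permutation test, or by 100000 permutations in the aged mice. For 6 sets of genes (activity, synaptic, microglia, astrocyte, interferon and sterol) 14 comparisons each were tested with camera from limma 3.58.1 at a preset correlation of 0.01 and adjusted over the 84 tests. The mean log2 CPM of a list's genes per library, its score, was compared by permutation of libraries. Differences of mean log2 CPM (prior count 2) were correlated across genes for 12 pairs of comparisons that share no library, against 100 regroupings of the libraries. Named genes were Acss2 and, per comparison, at most the 2 highest and 2 lowest log2 fold changes among genes past the threshold with a mean log2 CPM of at least 1, no overlap of the 2 groups, and a symbol that is not a predicted gene. A gene that met this rule is left out of the text. These designs, lists and rules were fixed in advance.

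The edgeR step was tested on simulated counts. Genes were changed 1.5-fold, 2-fold or 4-fold at random, and the counts of changed genes given here cover all of these folds. Of those changed 2-fold, edgeR recovered 69.6% in the design of unstimulated neurons (197 changed among 14700 genes). It recovered 94.3% in that of the aged mice (194 among 15061) and 11.3% in that of the tau culture table (192 among 16093). Across 6 designs 2.04% to 5.23% of the calls were false. The simulation gave each gene the same spread in all groups, so it did not probe groups of unequal spread.

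Alternatives chosen before the data were examined were DESeq2 1.42.0, RLE size factors, no filter on low counts, only the groups compared in the fit, the replicate number as a block, each library left out in turn (not in the aged mice, with 12 per group), other gene set methods and backgrounds, and other forms of the correlation. Alternatives added after the data were seen were a fit of the 12 libraries of 1 culture day, the share of Rn45s or a list score as a covariate, replicates 1 to 3 of the tau culture table, subsets and a term for 2 sets of replicates in the aged mice, the aged mice without vector replicate 1, only the groups compared in the list tests, and libraries left out in turn for lists and correlations. Same-numbered replicates deviated together, with each correlation over 0.1, for 3 comparisons: tau culture (0.22 to 0.394), stimulated upACSS2 against vector in tau (0.111 to 0.36) and stimulated tau against PBS in vector (0.123 to 0.326). Elsewhere this rule on same-numbered replicates was not met. Meeting it does not show that the numbers pair the samples. In tau culture, tau replicate 1 followed PBS replicate 2 (0.325) more closely than PBS replicate 1 (0.2349). For tau against PBS with vector, the mean same-numbered correlation was 0.1945 in stimulated neurons, which met the rule. It was 0.2511 in unstimulated day 21 neurons, which did not.

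Other splits of the libraries were refitted in full for groups of 3, with 35 splits in the tau culture table. In the larger designs 100 splits were drawn, 60 in the PS19 mice and 30 for interactions in unstimulated neurons, where refits took longer. For explanations of patterns, 27 tests were run; what each would show was written before its result was seen for 17 and after for 10, as it was for the 22 counts of splits. A permutation of the virus labels was first run for differences between Acss2 effects. It was set aside because the Acss2 effect of the virus itself fills its reference distribution, and condition labels within each virus were permuted in its place. Gene coordinates, GC content and transcript length came from the GRCm38 annotation, to which 96.3% or 96.5% of symbols matched. Intervals and floors cover counting error only.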

Results

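The study asked how raising ACSS2, an enzyme that makes acetyl-CoA from acetate, alters gene expression in hippocampal neurons exposed to tau, in aged mice and in PS19 mice, which carry a transgene for mutant human tau under the Prnp promoter. Neurons were sampled on day 9 or day 21 of culture in 8 groups of 3, and in 4 further groups of 3 labelled as stimulated on day 21. A separate experiment on day 21 had 4 libraries with hAD-tau and 3 with PBS, without a virus. The mouse groups held 12 aged mice with upACSS2 and 12 with vector, 6 and 5 mice aged 10 months, and 5 PS19 mice for each virus at 1 month and at 6 months after injection.

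Acss2 (GRCm38 chromosome 2, 155517948 to 155585724, plus strand) was measured first, as the gene carried by the virus. In neurons it lay far above vector in each of the 6 sets. Acss2 was 1719 ± 235 CPM with upACSS2 and 45.8 ± 5.04 CPM with vector in day 9 neurons in PBS (SD, n = 3 each), a log2 fold change of 5.23 ± 0.22 (SE, adjusted p 2.31e-12, edgeR). The largest rise was in stimulated neurons in tau, from 49.2 ± 7.98 to 4400 ± 932 CPM (SD, n = 3 each; log2 fold change 6.49, adjusted p 5.8e-08, edgeR). All 3 upACSS2 libraries exceeded all vector libraries in each neuron set, where the exact permutation test of 3 against 3 cannot go below 0.1. Without any 1 library the log2 fold changes in neurons ran from 5.12 to 6.59.

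In mice the rise was smaller or uneven. Aged mice had 54.3 ± 4.66 CPM with upACSS2 and 47.3 ± 3.39 CPM with vector (SD, n = 12 each; permutation p 0.00035, two-sided), with 8 of 12 upACSS2 mice above all vector mice, and the edgeR test over all genes gave a log2 fold change of 0.20 with an adjusted p of 0.832. The 10-month mice had 55.6 ± 4.18 CPM (SD, n = 6) and 44.7 ± 3.05 CPM (SD, n = 5), with all 6 upACSS2 mice above all vector mice (exact permutation p 0.00433, log2 fold change 0.31, adjusted p over all genes 0.518, edgeR). In PS19 mice at 1 month Acss2 was 635 ± 645 CPM with upACSS2 and 55.0 ± 6.33 CPM with vector (SD, n = 5 each; exact permutation p 0.0159). The upACSS2 values ran from 60.03 to 1463 CPM, and 4 of 5 exceeded all vector mice. The log2 fold change of 3.53 had an adjusted p of 0.371 in edgeR, passed the threshold in DESeq2 and without the filter, and passed it when upACSS2 replicate 1 (145.8 CPM) or replicate 4 (60.03 CPM) was left out. At 6 months it was 110 ± 76.3 and 48.1 ± 5.11 CPM (SD, n = 5 each; exact permutation p 0.0635, log2 fold change 1.19, adjusted p 0.373, edgeR), and 0.69 without upACSS2 replicate 1 (236.5 CPM). The 6-month upACSS2 values ran from 44.9 to 236.5 CPM, and 3 of 5 exceeded all vector mice, so Acss2 does not bear out the title of each upACSS2 mouse. Adjusted over the 10 comparisons of Acss2 in CPM, the permutation p-values of the mouse comparisons became 0.0035, 0.0216, 0.053 and 0.1.

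**Figure D1:**
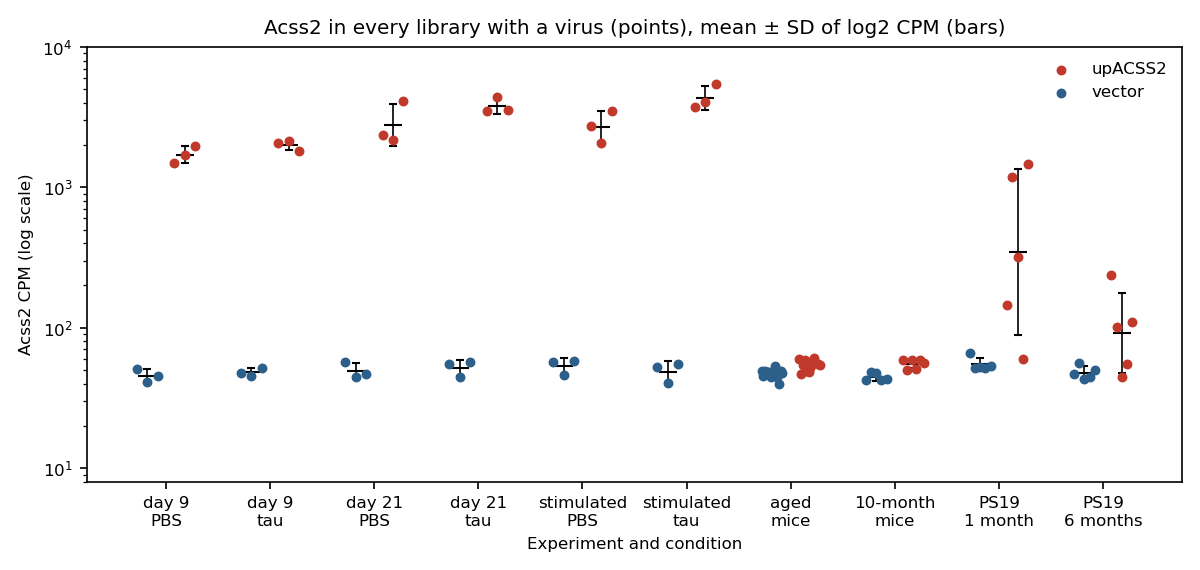
Acss2 in CPM (log axis) for each library with a virus, by experiment and condition, with upACSS2 in red and vector in blue; bars are the mean ± SD of log2 CPM. Neurons with upACSS2 sit between 1487 and 5460 CPM, aged mice between 46.6 and 61.4 CPM and PS19 mice at 1 month between 60.03 and 1463 CPM.

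In day 9 neurons, 2 genes differed between upACSS2 and vector in PBS when all 24 unstimulated libraries shared 1 estimate of the spread: Acss2 and Pdgfra, which fell by 2.36 on the log2 scale (10.0 ± 4.68 to 1.99 ± 0.107 CPM, SD, n = 3 each; adjusted p 0.0474, edgeR). In 5 of the 6 fits of this comparison that left out 1 library, only 1 gene, Acss2, passed, so the Pdgfra call rests on single libraries. In tau 1 gene differed, Acss2. Between tau and PBS 1 gene differed with vector (B930025P03Rik, named after its values were seen) and 0 with upACSS2 (181 at an unadjusted p under 0.05), and the interaction gave 0 (376 unadjusted).

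In day 21 neurons the same fit gave 1576 genes for upACSS2 against vector in PBS (675 higher, 901 lower), 528 in tau (205 higher, 323 lower), 29 for tau against PBS with vector (17 higher, 12 lower) and 8 with upACSS2 (5 higher, 3 lower), and 0 for the interaction (2618 unadjusted). These counts depend on which libraries share the fit. The biological coefficient of variation was 0.189 among the 12 day 21 libraries, 0.042 among the 12 day 9 libraries and 0.135 over all 24. With only the libraries compared, the 4 day 21 comparisons gave 1, 1, 0 and 0 genes in that order, and the 4 day 9 comparisons gave 1599, 54, 257 and 125. With the 12 libraries of the same day, a fit added after the data were seen, day 21 gave 2, 4, 0 and 0 genes and day 9 gave 1437, 97, 600 and 49.

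**Figure D2:**
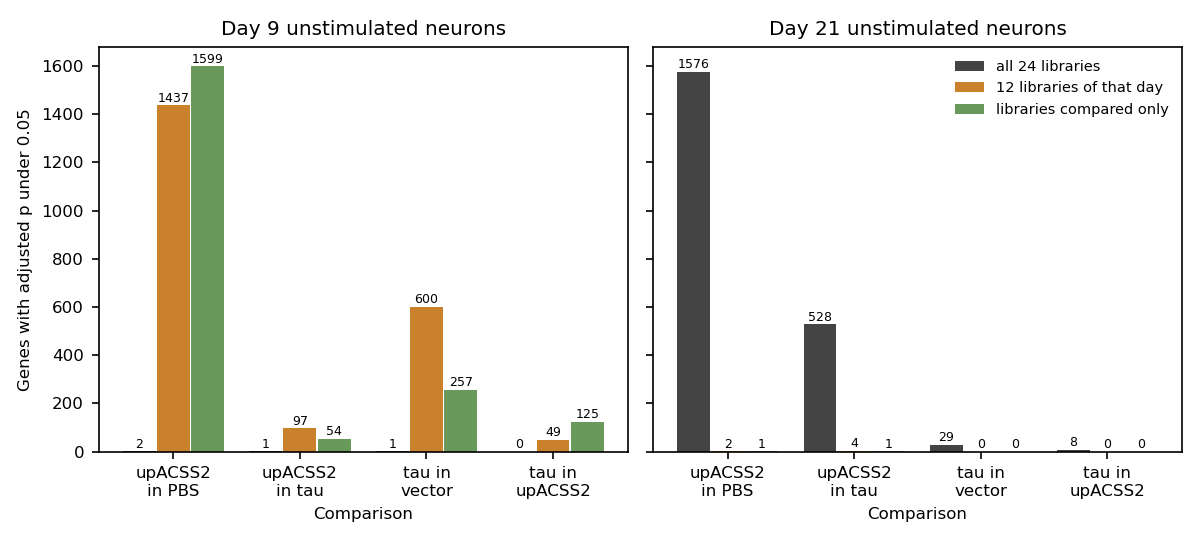
Number of genes with an adjusted p under 0.05 (edgeR) in unstimulated neurons on day 9 (left) and day 21 (right) for 4 comparisons, by the libraries in the fit: all 24 (grey), the 12 of that day (orange) or only those compared (green). On day 21 the count for upACSS2 in PBS is 1576, 2 and 1 under the 3 fits, and on day 9 it is 2, 1437 and 1599.

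Named genes of the shared fit are given with that limit. C4bp was higher with upACSS2 in PBS by 1.78 ± 0.47 on the log2 scale (SE; adjusted p 0.0227) and in tau by 2.00 ± 0.46 (adjusted p 0.0216, edgeR). Prtn3 was higher in PBS by 1.58 (adjusted p 0.00993, edgeR) with means of 0.917 and 0.292 CPM. Traf1 and Capg fell by 2.35 and 2.24 in PBS, and their vector libraries spread widely, with 6.67 ± 7.37 and 5.69 ± 4.25 CPM (SD, n = 3). In tau Lcn2 rose by 3.15 from a mean of 1.51 to 13.6 ± 18 CPM (SD, n = 3), while Cavin2 fell by 1.79 and Shoc1 fell by 1.60. In tau against PBS with vector Pdlim1 rose by 2.10 and Hkdc1 by 1.47, H2bc6 fell by 1.57 and Lmcd1 fell by 1.41. With upACSS2 Angptl4 rose by 2.02 and Ucp2 by 1.98, Insm1 fell by 0.91 and Septin11 fell by 0.33.

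In stimulated day 21 neurons, 31 genes differed between upACSS2 and vector in PBS (14 higher, 17 lower) and 140 in tau (59 higher, 81 lower). Tau against PBS gave 451 genes with vector (188 higher, 263 lower) and 31 with upACSS2 (28 higher, 3 lower), and the interaction gave 0 (2135 unadjusted). The interaction gave 166 genes with the replicate block and 131 in DESeq2, so whether the tau effects with vector and with upACSS2 differ depends on the fit. With only the libraries compared these counts were 2, 21, 0 and 167. For both comparisons here that met the rule on same-numbered replicates, which does not show pairing, the block gave more genes. It gave 399 for upACSS2 in tau and 1069 for tau with vector. A single library moved them as well: without vector in PBS replicate 1 the tau comparison with vector gave 0 genes, and without vector in tau replicate 2 it gave 1293. Hapln1 was higher with upACSS2 in PBS by 1.11 ± 0.12 on the log2 scale (SE; 127 ± 8.28 to 273 ± 36.3 CPM, SD, n = 3 each; adjusted p 0.00759, edgeR), Nmbr by 1.23, and Nxph4 and Olfm4 fell by 1.77 and 1.44. In tau Serpina3g rose by 2.48 and H2bc6 by 1.96, and Cavin2 fell by 2.00 and Amy1 fell by 1.84. Amy1 has near-identical copies, so its counts are uncertain. In tau against PBS with vector Pdlim1 rose by 3.04 and Hk2 by 2.56, and Papss2 fell by 3.12. With upACSS2 Hk2 rose by 2.99 and Slc9a2 by 2.12, Tac1 fell by 0.72 and Gsto1 fell by 0.62.

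The tau effect with vector and the upACSS2 effect in tau had a Spearman correlation across genes of -0.675 in stimulated neurons. The comparisons share the vector libraries in tau, and 100 simulations of unchanged groups with independent genes gave a median of -0.475 (-0.496 to -0.457). Regrouping the 9 real libraries gave a correlation as low in 20 of 100 regroupings, with a median of -0.507. In unstimulated day 21 neurons the correlation was -0.363, and the simulated median was -0.459.

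In the tau culture experiment without a virus, 0 of 16341 genes differed (2272 unadjusted). DESeq2 gave 308. Acss2 was higher by 0.72 on the log2 scale (73.5 ± 16.5 CPM, SD, n = 4, against 44.8 ± 10.1 CPM, SD, n = 3; adjusted p 0.319, edgeR). Activity genes were compared by level alone between stimulated and unstimulated vector libraries in PBS, which come from separate tables. All 18 were higher in the stimulated libraries, by a median ratio of 30.1 (2.95 for Bdnf to 160 for Fosb).

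In mice no comparison of upACSS2 with vector had a gene past the threshold: 0 in the aged mice (846 unadjusted), 0 in the 10-month mice (1204 unadjusted), 0 in PS19 mice at 1 month (463 unadjusted) and 0 at 6 months (2237 unadjusted), nor had the interaction of virus and time (1956 unadjusted). DESeq2 gave 0, 3, 1 and 129 genes in the 4 comparisons and 3 for the interaction. The 6-month count reached 78 without upACSS2 replicate 4. The aged mice fell into 2 sets on the first principal component (32.8% of the variance of the 2000 most variable genes), replicates 1 to 3 and 4 to 12 of both viruses. With this set as a term, added after the data were seen, 14 genes differed between the viruses. Replicates 4 to 12 alone gave 6 and replicates 1 to 3 alone gave 0.

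Vector mice at 6 months and 1 month differed in 1182 genes (727 higher, 455 lower at 6 months). Without vector replicate 1 at 1 month the count was 374, and 311 genes passed in each of the 10 fits that left out 1 library. C78859 was higher at 6 months by 1.75 (4.63 ± 2.26 to 15.7 ± 4.88 CPM, SD, n = 5 each; adjusted p 0.00354, edgeR) and Plin4 by 1.63. CT010467.1 fell by 1.90 (6612 ± 2100 to 1777 ± 426 CPM, SD, n = 5 each; adjusted p 0.002, edgeR) and Ighg2c fell by 4.94 from 12.5 ± 14.4 CPM. Ighg2c belongs to a family with similar copies. The naming rule took out predicted genes by the form of the symbol. It did not cover the form of CT010467.1, and what this entry holds was not tested. The labels give no library batch, and time point and batch cannot be told apart.

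Of the 84 gene list tests, 31 passed the threshold under camera with a preset correlation (20 higher, 11 lower). None held under fry or under an estimated correlation (0 and 0), and none of the 84 permutation tests of list scores across libraries passed after adjustment (lowest adjusted value 0.42). In the neuron comparisons of 3 against 3 these permutation tests cannot go below 0.1, and in the tau culture experiment not below 0.0286. Tests at 0.1 cannot pass, and too few of the 84 can reach 0.0286 for those to pass after adjustment. In both experiments they say nothing for or against the camera results. In 10-month and PS19 mice the smallest possible values are 0.00216 and 0.00794. A single test there could not pass without others as low. Single genes of the lists passed 129 times adjusted over the list alone and 35 times over all genes tested. The lowest camera value was for the sterol list in PS19 mice at 1 month, where 19 of 19 genes were higher with a median log2 fold change of 0.25 (camera adjusted p 8.56e-10). Its score was higher by 0.29 with 4 of 5 upACSS2 mice above all vector mice (exact permutation p 0.0556, adjusted 0.42). The activity list in 10-month mice was higher in 17 of 18 genes with a median of 0.32 (camera adjusted p 1.27e-05), and no upACSS2 mouse lay above all vector mice (exact permutation p 0.0779, adjusted 0.42). With upACSS2 in tau on day 21 this list was also higher, in 15 of 18 genes (camera adjusted p 0.0153). It was lower in 17 of 18 genes with upACSS2 in PBS in stimulated neurons (median -0.21, camera adjusted p 0.00128). Tau with vector on day 9 also lowered 17 of 18 genes (median -0.37, camera adjusted p 3.68e-06). The interferon list in PS19 mice at 6 months was lower in 17 of 17 genes with a median of -0.77 (camera adjusted p 0.00507; exact permutation p 0.0794, adjusted 0.42), with 2 of 5 upACSS2 mice below all vector mice. The interferon median was -0.50 without vector replicate 3 (camera adjusted p 0.0699) and -0.53 without upACSS2 replicate 2 (camera adjusted p 0.0523), so single mice decide this call. In the tau culture experiment the astrocyte list was higher in 14 of 14 genes with a median of 0.98 and 4 of 4 tau libraries above all PBS libraries (exact permutation p 0.0286, the smallest possible, adjusted 0.42). Without PBS replicate 3 the median was 0.48. In stimulated neurons the same list was lower with tau in 14 of 14 genes with a median of -0.95, the opposite direction, and of -0.62 without vector in tau replicate 3.

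Of 12 pairs of comparisons without shared libraries, 1 had a correlation across genes that fewer than 5 of 100 regroupings reached. The upACSS2 differences of 10-month mice and of PS19 mice at 1 month had a Spearman correlation of 0.378 over 13587 genes, reached by 1 of 100, the real grouping itself (adjusted over the 12 pairs 0.12). When single libraries were left out, up to 9 of 100 regroupings reached it. The tau effect of the culture experiment had correlations of -0.414 and -0.323 with the tau effects of unstimulated and stimulated vector neurons, which 44 and 36 of 100 regroupings reached. Without PBS replicate 3 of the culture experiment they were -0.0663 and -0.0466. Genes are not independent replicates in these correlations.

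**Figure D3:**
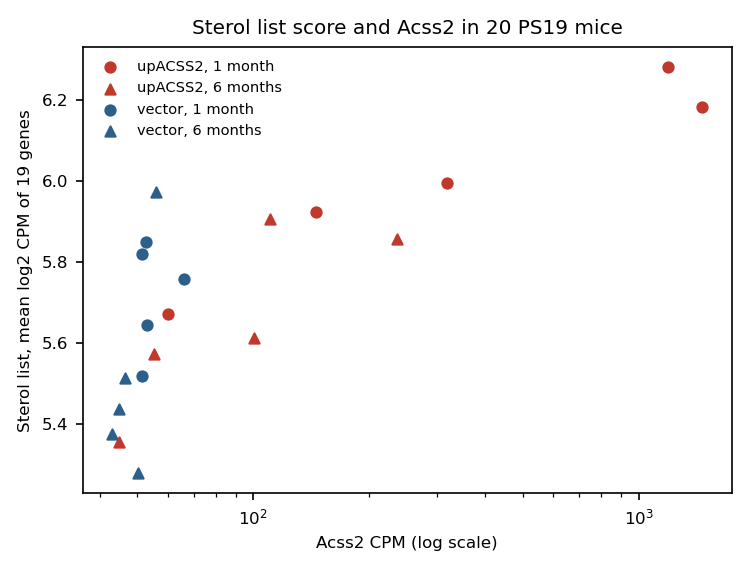
Mean log2 CPM of the 19 sterol list genes against Acss2 in CPM (log axis) in the 20 PS19 mice; colour gives the virus and shape the time point. Among the 10 upACSS2 mice, with both time points pooled, the score rises with Acss2 (Pearson r 0.881). Part of this r may come from the difference between the time points.

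Across the 10 PS19 mice with upACSS2, log2 Acss2 and the sterol score had a Pearson r of 0.881 (permutation p 9e-04, adjusted over 23 relations 0.0207) and a Spearman rho of 0.867 (permutation p 0.0033, adjusted 0.0759). Without the 2 mice farthest from the median Acss2, r was 0.848. In the 10 vector mice r was 0.502 (permutation p 0.178, rho 0.382, permutation p 0.324), and -0.215 without the 2 farthest mice. Permutations were made within time points, but r itself pools them. Among upACSS2 mice, Acss2 was higher at 1 month than at 6 months (mean 635 against 110 CPM). The sterol score ran from 5.673 to 6.282 at 1 month and from 5.357 to 5.908 at 6 months. The tissue label differed as well, so part of r may come from the time points. The 5 mice per time point are too few for a value within each.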

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

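The tests of single values below were written down before their own results were seen, except that both permutations of Acss2 interactions replaced a permutation of virus labels whose results had been seen and which the large virus effect made void. Among 64 checks of the most extreme library in groups of 4 to 6, 4 passed Dixon's limit, and chance gives about 3.2, so the 4 together are no more than chance gives.

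The sterol list score of tau replicate 3 in the tau culture experiment was 6.368, against 7.035 to 7.163 in the other 3 tau libraries. All 19 genes were lower, and 0% of 10000 random lists matched on expression lay as far below. This library also departed over all genes, with a chi-square per gene of 59.62 to 84.39 against the other tau libraries. Those differed among themselves by 10 to 43.03. The random lists thus do not exclude a departure of the whole library. The library had 25504322 counts, against 21475535 to 25039553 in the others, which argues against depth. No biological explanation was tested.

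The synaptic list score of upACSS2 replicate 3 in PS19 mice at 6 months was 8.412, against 8.874 to 8.963 in the other 4. Of 28 genes 26 were lower, and 0% of 10000 random lists lay as far below. The library had 11424204 counts, in the range of its group (9368193 to 33259982). A different mix of cells in this piece of tissue stays open, and age and virus are shared by the whole group.

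Acss2 was 66.26 CPM in vector replicate 1 of PS19 mice at 1 month, against 51.4 to 53.0 CPM in the other 4. Of 5997 genes, 0.283% lay as far above the other libraries, which argues against a distortion of the whole library. Mixing with an upACSS2 sample stays open and was not tested.

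Ighg2c was 0.8949 CPM in vector replicate 1 of PS19 mice at 6 months, against 0.244 to 0.400 CPM in the other 4, from 11 counts against 5 to 8. A two-sided exact binomial test gave p 0.0064, but this sets 1 library, picked for being the highest, against counting noise, so it decides nothing and counting error cannot be told apart from a difference between mice. No biological explanation was tested.

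The upACSS2 effect on Acss2 differed between tau and PBS in stimulated neurons by 0.7919 on the log2 scale (edgeR p 0.0146 for this gene, adjusted over 4 interactions 0.0292, over all genes 0.263). It kept its direction in all 12 fits that left out 1 library, from 0.61 to 1.00. An exact permutation of tau and PBS labels within each virus gave p 0.05 (adjusted over 2 tests 0.1), at the preset limit, so the spread between libraries of the same group remains a candidate explanation. Unequal virus uptake before tau was added was not tested.

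In PS19 mice the upACSS2 effect on Acss2 differed between 6 months and 1 month by -2.34 (edgeR p 0.0115, adjusted over 4 interactions 0.0292, over all genes 0.361). An exact permutation of the time labels within each virus gave p 0.141 (adjusted 0.141), which is consistent with the spread between mice of the same group, where single upACSS2 mice ran from 60.03 to 1463 CPM at 1 month. The label of tissue is whole hippocampus for upACSS2 mice at 1 month and dorsal hippocampus for the other 3 groups, so tissue cannot be told apart from this interaction.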

How the results depend on the processing

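Numbers of genes past the threshold moved with the processing in most comparisons, and the cause was not tested unless given. Values for unstimulated day 9 and day 21 neurons and for stimulated neurons follow the order upACSS2 in PBS, upACSS2 in tau, tau with vector, tau with upACSS2 and interaction, and settings within 1.5 times are left out.

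With only the groups compared, day 9 gave 1599, 54, 257, 125 and 93 genes, day 21 gave 1, 1, 0 and 0, and stimulated neurons gave 2, 21, 0 and 167. With the 12 libraries of the same culture day, chosen after seeing the data, day 9 gave 1437, 97, 600, 49 and 93 and day 21 gave 2, 4, 0 and 0. The unequal spread of the 2 days fits this, as tested under the other observations.

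DESeq2 gave 308 genes in the tau culture experiment. On day 9 it gave 6 for upACSS2 in PBS and 0 for tau with vector, and on day 21 885 for upACSS2 in tau, 456, 192 and 442 for the remaining 3. In stimulated neurons it gave 420, 962, 1521, 458 and 131, and in mice 3 at 10 months, 1 and 129 in PS19 mice at 1 and 6 months, 1871 for time and 3 for the interaction. Acss2 in PS19 mice at 1 month passed the threshold in DESeq2 (3.523) and without a filter (3.535). RLE size factors gave 1 gene in the tau culture experiment and 1 for tau with upACSS2 on day 21. Without a filter on low counts the tau culture experiment gave 1, tau with vector on day 9 gave 0, day 21 gave 3 for tau with upACSS2 and 52 for the interaction, stimulated neurons gave 51, 220 and 110 (the last for tau with upACSS2), and PS19 mice gave 1 at 1 month and 656 for time.

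Fry and an estimated correlation, both planned, left 0 of 31 list tests. The replicate block changed 12 results. Where same-numbered replicates met the rule, which does not show pairing, it gave 399 genes for upACSS2 in tau and 1069 for tau with vector in stimulated neurons. In the tau culture experiment the block fit also left out tau replicate 4. It gave 0 genes as before, while the microglia list passed (camera adjusted p 2e-07 in place of 0.75). Tau replicate 4 had the lowest microglia score of its group (1.954, against 3.31 to 5.207). Leaving out single libraries without a block gave camera adjusted p from 0.0092 to 0.748. The block thus cannot be told apart from the missing library. Where the rule was not met, the block gave 0 for tau with vector on day 9 and 908, 66, 165 and 296 for the last 4 on day 21. In stimulated neurons it gave 280 for upACSS2 in PBS, 487 for tau with upACSS2 and 166 for the interaction. It gave 13 in aged mice and 782 for time in PS19 mice.

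Further settings were added after seeing the data. With the share of Rn45s as a covariate, day 9 gave 2 for upACSS2 in tau and 0 for tau with vector, day 21 gave 804 for upACSS2 in tau and 0 for tau with upACSS2, and stimulated neurons gave 964, 1193, 1 and 275 for the last 4. With the astrocyte score, upACSS2 in PBS on day 21 gave 666 and tau with vector in stimulated neurons 0. In aged mice the term for the 2 sets gave 14 and replicates 4 to 12 alone gave 6.

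Each library was left out in turn except in the aged mice, where only vector replicate 1 was left out (0 genes). This gave, on day 9, from 1 to 2 genes for upACSS2 in PBS, from 1 to 2 in tau, and from 0 to 0 for tau with vector. On day 21 the ranges were from 565 (without upACSS2 in PBS replicate 3) to 3455 (without vector in PBS replicate 1), with 276 genes in all 6 fits, from 104 to 642, from 1 to 2642 (without vector in tau replicate 2), from 0 to 313 and from 0 to 1337. In stimulated neurons they were from 1 to 74, from 1 to 460, from 0 to 1293 and from 0 to 21. In PS19 mice they were from 0 to 2 at 1 month, from 0 to 78 at 6 months and from 374 to 1376 for time. List tests past the threshold ranged from 24 to 34. The count of concordant pairs ranged from 0 to 1, and 4 of 62 fits gave 0. Acss2 in PS19 mice at 1 month ranged from 2.969 to 3.823 and passed the threshold without upACSS2 replicate 1 or 4.

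Small values changed sign: Acss2 between tau and PBS with vector on day 21 with Rn45s as a covariate (-0.008802), on day 9 without vector in PBS replicate 2 (fits from -0.002498 to 0.1577), and in stimulated neurons without vector in tau replicate 2 (from -0.2222 to 0.009195); the correlation of the tau culture effect with upACSS2 in tau on day 21 without PBS replicate 3 (-0.00751) or vector in tau replicate 1 (-0.0473, highest 0.373); and that of upACSS2 in PBS on day 21 with aged mice without vector in PBS replicate 2 (from -0.0114 to 0.17). Among single genes, 44 other values became weaker and 3 stronger, and 137 weaker and 1 stronger when a library was left out. Among list tests 67 and 34 became weaker.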

Other observations

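Of the tests here, those of the day 9 libraries' effect on the shared spread, of Xist, of the transgene, of Rn45s and astrocyte covariates, of tissue and choroid plexus, and all counts of other splits were chosen or worded after the result was seen.

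Day 21 cultures varied more than day 9 cultures, with a ratio of their coefficients of variation of 4.49. With the 12 day 21 libraries alone, 2 genes were called for upACSS2 in PBS in place of 1576. Both values fit a shared estimate of the spread that is too small for day 21 and too large for day 9, so the large day 21 counts are likely a product of the pooled fit. Of 10 splits of the day 21 libraries, by adjusted p, 1 gave as many genes as the real one for upACSS2 in PBS (largest other split 1123). For upACSS2 in tau it was 1 (528 genes, largest other split 1). For tau with vector it was 3 (largest other 5860) and for tau with upACSS2 2 (largest other 93). For upACSS2 in tau the other splits thus do not show a pooled fit that calls many genes in any grouping. For the interaction, with 0 genes by adjusted p, 9 of 30 splits gave as many at an unadjusted p under 0.05 (2618 in the real one). On day 9, by unadjusted counts, the numbers were 1, 1, 1 and 1 of 10 and 5 of 30, and 10 splits cannot give a share under 0.1. Corrections for GC content and length left 1616 genes for upACSS2 in PBS, and the share of Rn45s left 2051, which argues against both as the whole cause. The astrocyte score left 666. As a control, 12 other list scores left 173 to 2134, and 3 of them left as few or fewer, so the test does not single out astrocytes and the share of astrocytes cannot be told apart from other differences between cultures.

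In stimulated neurons, 1 of 10 splits gave as many genes as the real one in each of the 4 comparisons (0 in each other split), by adjusted p. For the interaction, with 0 genes by adjusted p, 11 of 100 splits gave as many at an unadjusted p under 0.05 (2135 in the real one). For both comparisons that met the rule on same-numbered replicates, 4 splits part as many same-numbered pairs, and 1 of them, the real one, gave as many. GC content and length left 664 genes for tau with vector and the Rn45s share left 1193. The astrocyte score left 0 genes, but it separates the 2 groups, and 10 of 13 other list scores also left 0, so this test is void. The correlation of the tau effect with the upACSS2 effect in tau was -0.675, and 0 of 100 simulations with shared libraries were as low (median -0.475), which argues against shared libraries alone. Simulated genes were independent, and 20 of 100 regroupings of the real libraries reached it, so variation between cultures that many genes share remains a candidate explanation, and no rescue of the tau effect is shown.

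In the tau culture experiment 2 of 35 splits gave as many genes at an unadjusted p under 0.05, and 1 of the 8 that part as many pairs, the real one. PBS replicate 3 differed from the others, with Gfap at 389 CPM (1655 and 1879 in the others), Xist at 275.5 CPM (892 and 855) and Lars2 at 2330 CPM (112 and 127). In mice, splits with as many unadjusted genes numbered 36 of 100 in aged, 11 of 100 in 10-month, 37 of 60 and 2 of 60 in PS19 mice at 1 and 6 months, and 4 of 60 for the interaction. For time in PS19 vector mice it was 1 of 60, by adjusted p (largest other split 332).

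Among aged mice, Xist was 548 CPM in vector replicate 1 (7568 counts) and at most 0.918 CPM in the other 23. Its 4 Y-linked genes lay at 5.93% to 11.7% of the others' median, with a lowest count of 17, which argues against RNA of a female alone. The shares differed by a ratio of 1.97, just under a limit of 2 that was set after the values were seen, which fits RNA of a female mixed with RNA of males, with low counts. Without this library the aged comparison also gave 0 genes. Replicates 1 to 3 differed from 4 to 12 in 6365 genes, and this difference correlated across genes between the viruses (0.734). The sets were chosen because mice of both viruses parted alike, which fixes this outcome, so a library batch cannot be told apart from other differences between the sets.

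Prnp was 936 CPM in upACSS2 replicate 3 of PS19 mice at 1 month, 1616 to 2128 CPM in the other 19 PS19 mice and 744 to 1039 CPM in the 35 other mice. Only 0.1% of genes were as far below, which argues against a distorted library. An animal without the transgene cannot be told apart from other causes, since 1 library and 1 gene bear on it.

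For time in PS19 vector mice, GC content and length left 1180 genes, 852 of them shared, which argues against these as the whole cause. The same difference in upACSS2 mice had a correlation of 0.276 across genes, and 82.2% of the 1182 genes had the same direction. In upACSS2 mice 7 genes passed the threshold for time (2166 unadjusted), 3 of them among the 1182. Batch and age predict this alike and cannot be told apart.

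The sterol list in PS19 mice at 1 month may reflect the tissue label. The ventral hippocampus list had a median of -0.205 (3 of 9 genes higher), which decides nothing since members go both ways. Thalamus genes were higher in 8 of 8 (median 0.617, camera adjusted p 0.00736, exact permutation p 0.452). Choroid plexus genes were higher in 10 of 10 (0.507, camera adjusted p 0.11, exact permutation p 0.595). Oligodendrocyte genes were lower in 10 of 10 (-0.178, camera adjusted p 0.029, exact permutation p 0.262). A difference in tissue thus stays open. Within groups the sterol and choroid plexus scores had r 0.252 (permutation p 0.347, rho 0.313, permutation p 0.248), and the choroid plexus score had r 0.492 with Acss2 in the 10 upACSS2 mice (permutation p 0.133, rho 0.382, permutation p 0.275). Both are positive and within chance, so choroid plexus cannot be told apart with this number of mice. Only 0.06% of 10000 random lists followed Acss2 as closely as the sterol list, which argues against a gradient across the whole library. Of the other lists, thalamus (r -0.568) and interferon (0.563) came next with adjusted permutation p of 0.508 or more, and endothelial (0.113), leptomeninges (0.0834), interneuron (0.00995) and blood (0.318) genes did not follow it. A sterol response to the dose of Acss2 is a hypothesis found and tested on the same 10 mice. The correlation does not show whether either of the 2 drives the other, and this was not tested. In aged upACSS2 mice r was 0.571 (permutation p 0.0514, adjusted 0.301, rho 0.503, permutation p 0.0988), 0.571 also without the 2 farthest mice, and the remaining relations had adjusted values of 0.301 or more. In 10-month upACSS2 mice r was 0.12 (n = 6, permutation p 0.749, rho -0.143). In upACSS2 neurons r was 0.881 on day 21 (permutation p 0.191), 0.848 on day 9 (permutation p 0.166) and 0.636 when stimulated (permutation p 0.332, n = 6 each). In vector libraries, without the Acss2 virus, r was 0.914 on day 21 (n = 6, permutation p 0.0522, rho 0.943, permutation p 0.0787) and 0.893 in stimulated neurons (n = 6, permutation p 0.0523, rho 1, permutation p 0.0266, adjusted 0.306). In aged vector mice, the largest vector set, r was 0.151 (n = 12, permutation p 0.622, rho 0.049, permutation p 0.889). None of these passed after adjustment. Between upACSS2 and vector neurons in PBS the sterol score differed by -0.01 on day 9, 0.43 on day 21 and -0.13 when stimulated. In tau it differed by 0.11, 0.50 and 0.37 in that order. Acss2 lay far above vector in all of these neuron sets, so the score was not higher in each set with raised Acss2. The score difference was -0.02 in aged mice, -0.07 in 10-month mice and 0.15 in PS19 mice at 6 months. Under camera the sterol list passed as higher with upACSS2 in tau on day 9 (adjusted p 0.0298), on day 21 (2.67e-08) and when stimulated (2.64e-05). In PBS it passed on day 21 (4.18e-05), not on day 9 or when stimulated (0.0924, 17 of 19 genes lower). The adjusted p reached 0.0885 in tau on day 9 and 0.102 in PBS on day 21 without 1 library. The list was also higher in the tau culture experiment, without a virus (19 of 19 genes, camera adjusted p 1.27e-05).

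The shared upACSS2 differences of 10-month mice and PS19 mice at 1 month followed transcript length (rho 0.414 and 0.358 across genes). With GC content and length removed the correlation fell from 0.38 to 0.266, reached by 3 of 100 regroupings. Length is not the whole cause, and may be part of it. With 12 pairs examined, 1 such pair is near what chance gives.

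Among the mice, PS19 mice received the lowest dose of virus in the labels and had the largest rise of Acss2. No explanation was tested.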
